A study of Drosophila melanogaster with 16 samples. Its data were reported in "Persistent epigenetic reprogramming of sweet taste by diet" (2020).

How the data were processed

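RNA was measured in 16 libraries from heads of adult male Drosophila melanogaster that carried a FLAG-tagged ribosomal protein, RpL3, in the cells marked by the sweet taste receptor gene Gr5a. In translating mRNA affinity purification (TRAP), ribosomes with the tag are pulled down and their mRNA is sequenced. The pulled-down RNA is called the Gr5a fraction here, and the RNA of the whole lysate is called the input. Heads were collected by sieving frozen flies, with 300 heads per replicate per the labels.

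The authors aligned the reads to the dm6 genome with STAR and deposited raw counts per gene, with no normalization and no pooling of replicates. The methods of the study name HTSeq for the counting, but the layout of the deposited count files is that of STAR. The deposited counts of 15 libraries have an unstranded column and a column for each strand, and those of Gr5a CD7 replicate 1 have 1 column. The same-strand column held 96.5% of the strand-specific gene counts and was used by a rule (at least 80%) set, like the groups, tests and most alternatives, before the data were examined. The single column was taken as same-strand: at 492 and 302 genes whose unstranded and same-strand counts were far apart in the other 2 CD7 libraries of the Gr5a fraction, its median absolute log2 ratio to their same-strand column was 0.60 and 0.37, against 4.59 and 4.95 to their unstranded column. STAR columns leave out reads that map to several places, so genes with near-identical copies (the Jon, Try and Lys families among them) and genes that overlap on one strand have uncertain counts. Each table lists 17489 genes, of which 17215 had a symbol in the gene name table. Positions are from the Ensembl annotation of BDGP6, which is the dm6 assembly.

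Groups followed the labels. Names give the diet and its length in days: CD is the control diet (5% sucrose), SD the sugar diet (30% sucrose), and > a switch of diet after 7 days followed by 7 days on the control diet. The titles of the 2 SD>CD libraries read CD>CD with replicate numbers 3 and 4, while their condition label reads as sugar followed by control; they were grouped by the condition label, and every comparison with SD>CD rests on that label. The replicate numbers that pair libraries elsewhere come from the titles. The 2 SD>CD libraries have numbers that only name them, and no pairing was used for them.

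The study tested its counts with DESeq2, which is an alternative here. Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with filterByExpr, TMM factors, a prior count of 0.125 and Benjamini-Hochberg adjustment. An adjusted p-value under 0.1, the threshold of the study, made a call. The 11 Gr5a libraries were fitted together for the comparisons between diets, and the 10 libraries of day 7 were fitted together for Gr5a fraction against input, for the input diets and for the diet by fraction interaction. Standard errors (SE) of log2 fold changes were taken as the log2 fold change divided by the square root of F. CPM is the usual count scaled to the library total, with TMM factors except for sums over marker lists, which use the gene count total alone. Skew was the third central moment over the 1.5th power of the second, over the log2 fold changes of all tested genes. Named genes were 2 fixed lists (taste receptor and marker genes, and regulator genes) and, in each comparison, up to 3 called genes with the largest increase and 3 with the largest decrease among those with a mean of at least 5 CPM and no overlap between groups. The regulator gene scro was not analysed here.

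On simulated counts for the real genes with 200 genes changed by 1.5 on the log2 scale, the edgeR test recovered 70.5% of them in the design of SD7 against CD7 (13758 genes simulated, 9.03% of calls false), 64.5% in that of SD>CD against CD>CD (13758 genes, 12.2% false), 77.5% in that of Gr5a fraction against input on the control diet (14185 genes, 9.88% false) and 53.5% in that of the interaction (14185 genes, 7.76% false). DESeq2 1.42.0 recovered 72.0% and 69.0% in the first 2 designs with 24.6% and 26.2% of its calls false. Each design was simulated once, with the spread that edgeR fitted as a trend on mean expression. Spread particular to a gene, and differences that many genes share between replicates, were not simulated, so these shares need not hold for the real counts. The percentile of a gene list among 10000 random lists matched on mean expression was checked on a simulated list of 30 genes: it was 44.8 for an unchanged list and 0 for one moved by -1.

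The alternatives tried were the unstranded column (without Gr5a CD7 replicate 1), DESeq2 size factors, the DESeq2 Wald test, no low-count filter, at least 10 counts in every library, removal of genes over 1% of any library, fits on the groups compared alone, the replicate number as a block, other control groups, a prior count of 2, an adjusted p-value under 0.05 for overlaps, and leaving out each library. Another 3 were chosen after the data were seen, namely a midgut marker covariate, crossed pairs of libraries on the sugar diet, and an unadjusted p-value under 0.05 for SD7 decreases. With 22901154 to 55290069 gene counts per library, the share set as the detection floor (3 counts) lay between 0.0543 and 0.131 CPM. Intervals and floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules. Figures were drawn with matplotlib from the results.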

Results

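The 16 libraries fell into 7 groups. Input RNA was sequenced for flies kept 7 days on the control diet (CD7, 3 libraries) or on the sugar diet (SD7, 2 libraries). The Gr5a fraction was sequenced for CD7 (3 libraries), SD7 (2 libraries), 3 days of sugar diet (SD3, 2 libraries), and 14-day flies that stayed on the control diet (CD>CD, 2 libraries) or went from the sugar to the control diet (SD>CD, 2 libraries by their condition label, which their titles contradict). Gene counts per library ranged from 22901154 to 55290069. They were lowest in the 14-day groups, with 23123160 and 29633926 for CD>CD and 23775770 and 22901154 for SD>CD. Replicates of a group were distinct libraries, since chi-square per degree of freedom of their counts lay between 10.7 and 275. In the Gr5a fraction the 2 SD>CD libraries had at least 10 counts for 10527 and 10547 genes, and the 2 CD>CD libraries for 11886 and 12491. The first principal component took 73.9% of the variance of the 11 Gr5a libraries, with SD>CD at 182.6 and 191.5, CD>CD at 40.95 and -22.74, and the other 7 libraries at -33.89 or lower.

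The Gr5a fraction was first compared with the input to ask whether the pull-down selected mRNAs of the sweet-sensing cells. Gr5a (FBgn0003747, X:5680617-5682488, protein-coding) stood at 2.78 ± 0.77 CPM in the Gr5a fraction on the control diet (SD, n = 3) and at 0.29 ± 0.10 CPM in the input (n = 3), a log2 fold change of 3.28 (SE 0.44, edgeR adjusted p 0.000606). Other sweet and fatty acid receptor genes moved the same way. Gr64f rose by 4.36 (SE 0.74, edgeR adjusted p 0.00189), Gr64a by 3.35 (SE 0.52, edgeR adjusted p 0.00133), Ir56d by 4.40 (SE 0.71, edgeR adjusted p 0.00149) and Gr61a by 0.95 (SE 0.36, edgeR adjusted p 0.0621) on the log2 scale. Gr61a lost the threshold with the unstranded counts and when any of 4 of the 6 libraries was left out, and the log2 fold change of Gr5a was 1.75 with the unstranded counts (edgeR adjusted p 0.054). The bitter receptor genes showed no detectable difference, with log2 fold changes of 0.23 for Gr66a (SE 0.38, edgeR adjusted p 0.672) and -0.035 for Gr32a (SE 0.45, edgeR adjusted p 0.961). These receptor genes are counted by few reads: Gr5a had between 101 and 140 counts per day-7 Gr5a library and between 3 and 17 per input library. Gr64b, Gr64c and Gr64d had 0 counts over all 16 libraries and Gr64e had 1, in a gene cluster where reads of neighbouring transcripts can be left unassigned. Of the 8 tested genes of the receptor list, 5 passed over all genes and the same number passed over the list alone.

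**Figure D1:**
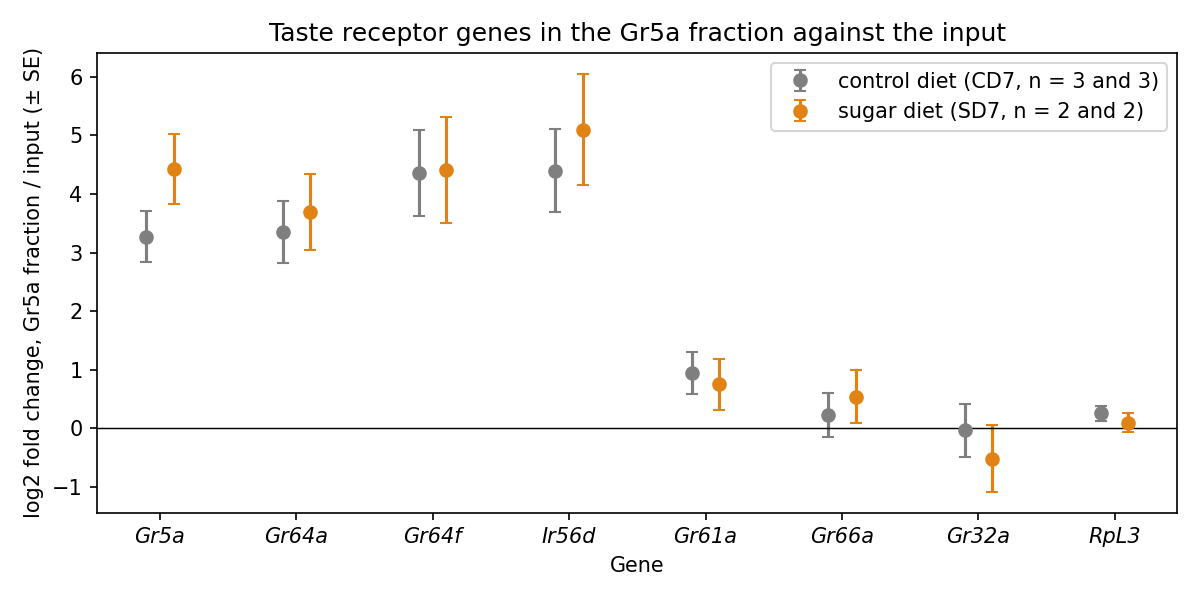
Log2 fold changes of the Gr5a fraction over the input (vertical axis, ± SE) for 8 genes of the fixed receptor list (horizontal axis), on the control diet (grey, 3 and 3 libraries) and the sugar diet (orange, 2 and 2 libraries). Gr5a, Gr64a, Gr64f and Ir56d sit between 3.28 and 5.10, and Gr66a, Gr32a and RpL3 lie between -0.51 and 0.54.

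Across 14185 tested genes on the control diet, 6556 differed between the Gr5a fraction and the input, 3442 higher and 3114 lower. Same-numbered libraries deviated together (mean correlation 0.284), and with the replicate number as a block 7915 genes passed. Leaving out input CD7 replicate 3 moved the count most, to 4782. The largest increases were in lcs (6.22, SE 0.50, edgeR adjusted p 5.86e-05), LysP (6.02, SE 1.12, edgeR adjusted p 0.00303) and whe (5.96, SE 0.58, edgeR adjusted p 0.000128) on the log2 scale. whe (X:21402339-21402772) stood at 3179 ± 1467 CPM in the Gr5a fraction and 51.0 ± 16.7 CPM in the input (SD, n = 3 each). Among the largest decreases was RNaseP:RNA, which fell by 3.72 (SE 0.20, edgeR adjusted p 1.03e-05). Of the regulator list, 8 of 10 tested genes differed, both over all genes and over the list alone. cad rose by 1.47 (SE 0.34, edgeR adjusted p 0.00798), GATAe by 1.54 (SE 0.30, edgeR adjusted p 0.00354), Ptx1 by 1.31 (SE 0.23, edgeR adjusted p 0.00248) and nub by 0.82 (SE 0.24, edgeR adjusted p 0.0227) on the log2 scale, and Arc1 fell by 1.96 (SE 0.19, edgeR adjusted p 0.000121).

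On the sugar diet 2655 of 14185 genes differed between fractions, 1528 higher and 1127 lower, and the fit on these 2 groups alone gave 1334. Here same-numbered libraries deviated in opposite directions (correlation -0.263). With the same numbers as a block 315 genes passed, and with crossed pairs as a block 2506 passed. The gene with the largest increase, lcs, rose by 6.61 without pairing (SE 0.62, edgeR adjusted p 0.000389), with a log2 difference of 6.87 in the fit with same-numbered pairs and 6.86 in that with crossed pairs. Gr5a rose by 4.43 (SE 0.59, edgeR adjusted p 0.00188) and Gr64f by 4.41 (SE 0.90, edgeR adjusted p 0.0128), and Gr61a did not pass (0.75, SE 0.43, edgeR adjusted p 0.311). A direct test of the diet by fraction interaction called 0 of 14185 genes, with or without pairs as a block. At an unadjusted p under 0.05 it gave 1391 genes, 9.81% of those tested, and 978 with the block.

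The time course of the sugar diet was then examined within the Gr5a fraction. At SD3, 6 of 13758 genes differed from CD7, all of them lower, and 2011 genes (14.6%) had an unadjusted p under 0.05. The DESeq2 Wald test called 478 genes in the same libraries, 323 of them lower. CD>CD as the control group in place of CD7 gave 3176, 1931 lower and 1245 higher. The same-numbered libraries are different flies and their deviations were correlated at -0.18. With the number as a block 503 genes passed, 286 lower and 217 higher. That fit leaves almost no residual degrees of freedom to estimate the spread, so its calls carry little weight. The 6 genes were Yp1, Yp2, Yp3, Jon99Ciii, Men-b and CG1208, and the last 3, which the naming rule does not cover, were chosen after their values were seen. Yp1 (FBgn0004045, X:10053811-10055498) went from 246.9 ± 54.0 CPM in CD7 (SD, n = 3) to 0.50 ± 0.43 CPM in SD3 (n = 2), a log2 fold change of -8.87 (SE 1.09, edgeR adjusted p 0.0668). Yp2 fell by 8.65 (SE 1.11, edgeR adjusted p 0.0668) and Yp3 by 2.95 (SE 0.40, edgeR adjusted p 0.0668) on the log2 scale. None of the 3 Yp genes passed when any 1 of the CD7 libraries was left out, with the unstranded counts or when CD>CD was the control. Without a CD7 library the log2 fold change of Yp1 lay between -9.04 and -8.76, and with CD>CD as the control it was -2.30. All 6 genes passed with the DESeq2 Wald test and in the fit on the 2 groups alone. They also passed with the replicate number as a block, where the spread is poorly estimated. The skew of the log2 fold changes was -2.51. None of the listed receptor and regulator genes passed over all genes. Over the lists alone, Arc1 was lower (-1.04, SE 0.25, edgeR adjusted p 0.0219 over the list and 0.306 over all genes) and Gr66a higher (1.43, SE 0.42, edgeR adjusted p 0.0562 over the list and 0.306 over all genes). Arc1 passed over all genes in 4 alternatives: with the replicate number as a block, with the DESeq2 Wald test, in the fit on the 2 groups alone and with CD>CD as the control. With that control nub also passed, as higher (log2 fold change 1.06, edgeR adjusted p 0.0642). nub stood at 26.8 and 22.4 CPM in SD3, between 28.4 and 34.1 in CD7, and at 7.65 and 15.9 in CD>CD. The sign thus came from low values in the older control flies.

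At SD7, 0 of 13758 genes passed against CD7 and 772 genes (5.61%) had an unadjusted p under 0.05. The DESeq2 Wald test called 57 genes, 50 of them lower. Same-numbered libraries, again different flies, were correlated at -0.142, and with the number as a block 119 genes passed, 96.6% of them lower. As at SD3, the block fit leaves almost no residual degrees of freedom, so that count carries little weight. The skew was -0.689, with a standard deviation of 1.15 over the fits that each left out one library. It was positive with the unstranded counts (0.897), with the replicate number as a block (0.196) and without a filter (0.161), so its sign was not resolved. The regulators cad (-0.62, SE 0.46, edgeR adjusted p 0.926), GATAe (-0.25, SE 0.50, edgeR adjusted p 0.961), Ptx1 (-0.52, SE 0.31, edgeR adjusted p 0.922) and nub (-0.33, SE 0.30, edgeR adjusted p 0.926) did not differ from CD7 beyond the spread of replicates. The 2 SD7 libraries had 41.49 and 18.65 CPM of cad, and the 3 CD7 libraries had between 35.83 and 59.57 CPM. Receptor genes at SD7 changed by between -0.72 and 0.58 on the log2 scale, and none passed over the list or over all genes. No gene was called at both SD3 and SD7. A direct comparison of SD7 with SD3 called 0 genes, with 2369 at an unadjusted p under 0.05.

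**Figure D2:**
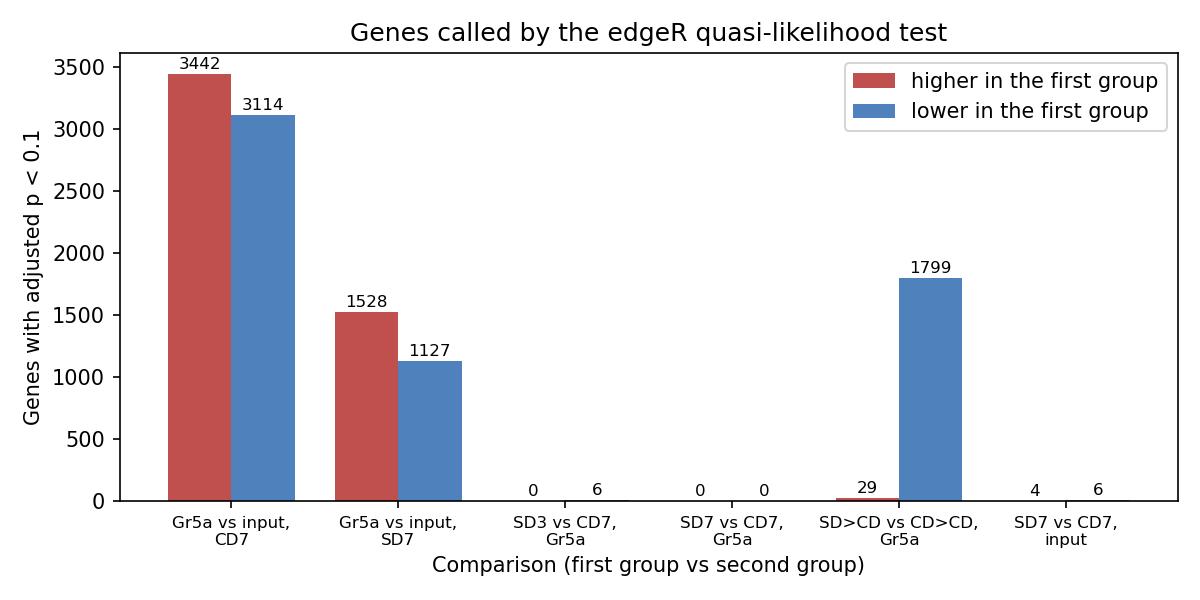
Number of genes with an adjusted p under 0.1 (vertical axis) in 6 comparisons (horizontal axis), higher (red) or lower (blue) in the first group. SD>CD against CD>CD has 1799 lower and 29 higher genes, and the 3 other comparisons between diets have at most 10 calls each.

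Flies returned from the sugar to the control diet were compared with flies kept on the control diet to ask what remained of the sugar-diet state. Of 13758 genes 1828 differed, 1799 lower (98.4%) and 29 higher, and 1769 of the decreases were larger than 2-fold. The filter of at least 10 counts in every library, which removes genes that fell to 0, left 144. Both SD>CD libraries were at or under 3 counts for 1104 of the 1799 lower genes (61.4%). The skew was -2.39. cad had 2 counts in each SD>CD library and 165 and 704 counts in the CD>CD libraries, at least 121-fold lower than the CD>CD mean (edgeR adjusted p 0.00105). GATAe had 0 counts in both SD>CD libraries and 76 and 431 in CD>CD, at least 69.9-fold lower (edgeR adjusted p 0.00179). Ranked by fitted log2 fold change, which the prior count sets for genes at 0 counts, the first 3 decreases were whe (at least 18600-fold, edgeR adjusted p 0.000826), CG30371 (at least 1210-fold, edgeR adjusted p 0.00162) and CG14292 (at least 998-fold, edgeR adjusted p 0.000403). The CD>CD libraries differed from each other at these genes, with 8481 and 131310 counts of whe. All these folds set the CD>CD mean against the detection floor. Against CD>CD replicate 1 alone, which was the lower library at each of these genes, they would be smaller. Ptx1 (-0.89, SE 0.35, edgeR adjusted p 0.185) and nub (-0.93, SE 0.35, edgeR adjusted p 0.152) did not pass over all genes but did over the list alone, where both had an adjusted p of 0.0734. The DESeq2 Wald test and CD7 as the control called both over all genes, and nub also passed without a filter and without genes over 1% of a library. The largest increases were in CG3339 (2.13, SE 0.64, edgeR adjusted p 0.0661), FBgn0037726, which has no symbol in the name table (2.10, SE 0.64, edgeR adjusted p 0.0662), and CG7203 (0.90, SE 0.16, edgeR adjusted p 0.00527). CG3339 and FBgn0037726 kept the threshold with the unstranded counts (edgeR adjusted p 0.0698 and 0.0754). They lost it with at least 10 counts in every library (0.289 for each) and in the fit on the 2 groups alone (0.175 and 0.182). Without SD>CD replicate 1 their log2 fold changes were 1.02 and 0.90. Receptor genes changed by between -0.27 and 0.44, and none passed over the list or over all genes.

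**Figure D3:**
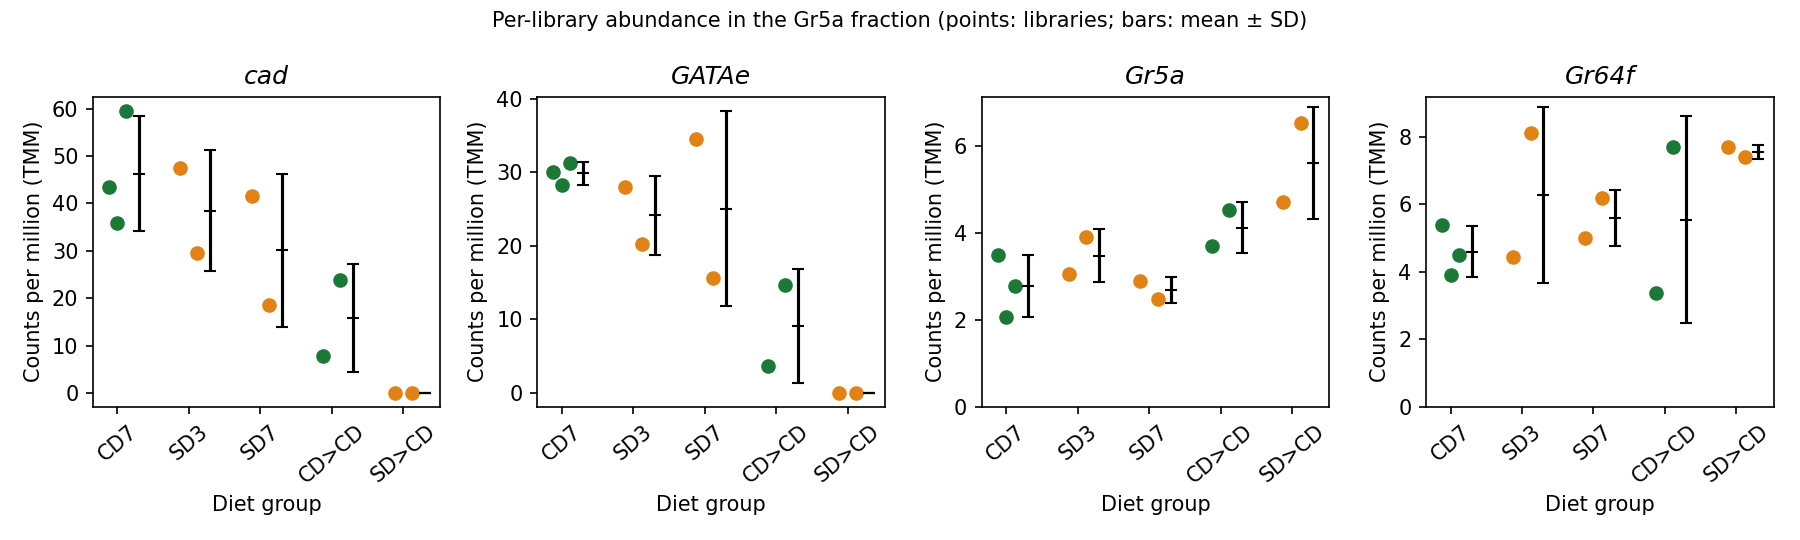
CPM values (vertical axes, TMM-scaled) of cad, GATAe, Gr5a and Gr64f in each of the 11 Gr5a libraries (points) by diet group (horizontal axes), with the mean ± SD of each group (black). cad and GATAe are at or near 0 in both SD>CD libraries. Elsewhere they vary between replicates, except GATAe in CD7 (28.2 to 31.3). Gr5a stands between 4.71 and 6.53 in SD>CD.

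Since 0 genes were lower at SD7, the share of SD7 decreases that persisted in SD>CD had no value at the set threshold. At an unadjusted p under 0.05, chosen after the data were seen, 432 genes were lower at SD7, of which 109 (25.2%) were also called lower in SD>CD. That share was 13.1% over all tested genes (odds ratio 2.32, Fisher's exact test, two-sided, p 4.05e-12). Of the 432 genes, 61.6% had a negative log2 fold change in SD>CD, against 54.8% of all tested genes. This Fisher test treats genes as independent, which they are not.

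The same diet comparison in the input gave the background in whole heads. Of 14185 genes 10 differed between SD7 and CD7, 4 higher and 6 lower, and 2662 (18.8%) had an unadjusted p under 0.05. The DESeq2 Wald test called 870. With DESeq2 size factors in the edgeR test 42 differed, 81% of them lower against 60% with TMM. CNMa (3L:1850915-1855591) rose from 3.81 ± 0.70 CPM (SD, n = 3) to 25.8 ± 1.07 CPM (n = 2), a log2 fold change of 2.76 (SE 0.22, edgeR adjusted p 0.00252). Nepl4 rose by 2.40 (SE 0.25, edgeR adjusted p 0.0164) and daw by 1.02 (SE 0.12, edgeR adjusted p 0.0214). The log2 fold change was -7.18 for Lsp2 (SE 1.02, edgeR adjusted p 0.0664), -4.69 for LManIII (SE 0.68, edgeR adjusted p 0.0686) and -1.81 for CG31075 (SE 0.27, edgeR adjusted p 0.0687). Of these 6 genes, only CNMa passed in every fit that left out one CD7 input library. The skew was -1.91. No receptor or regulator gene passed over the lists or over all genes.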

Values the study reported

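The study reported about 800 differentially expressed genes at each of SD3 and SD7 against the control diet, and about 190 changed at both. It gave shares with negative log2 fold changes of about 68% and 87%. The skews it reported were −0.8 for SD3, −1.7 for SD7 and −2.06 for the sugar-to-control flies. It found 47% (310 of 658) of the genes of its regulatory network still decreased after the return to the control diet.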

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

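The tests of the replicate difference, the library size, the receptor genes and the strand relation below were chosen after the values that bear on them had been seen.

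The effect of SD>CD against CD>CD differed from the effect of SD7 against CD7 by a direct test of the 2 contrasts, with 1696 genes past the threshold, 1641 of them more negative in SD>CD. The groups by diet history are one explanation. A candidate explanation is RNA of other tissues in differing amounts in the head preparations. The midgut marker list (digestive enzyme and related genes, 38 tested) had a median log2 fold change of -7.58 in SD>CD, at percentile 0 among random lists matched on expression. The testis list (49 tested, median -5.14) and the accessory gland list (33 tested, median -6.41) were both at percentile 0 too. The midgut list summed to 76.8 and 83.7 CPM in the SD>CD libraries, and to 1700 and 4040 in CD>CD. The photoreceptor list, an eye tissue, went the other way (median 0.19, percentile 100), so a shift that includes the eye does not account for the decreases. Other head tissues had no list of their own, so a change in them is left open. Receptor genes enriched in the Gr5a fraction had a median log2 fold change of 0.336 in SD>CD, which goes against a loss of the sweet-sensing cells. Genes called lower in SD>CD were called higher in the Gr5a fraction than in the input less often than other genes (20.8% against 25.9%, odds ratio 0.753), and 62.5% of them were lower there against 15.4% of other genes.

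The 2 CD>CD libraries also differed at the genes called lower. Their median absolute log2 ratio was 1.18 there against 0.325 at other genes, so part of the spread lies within one label. This was not particular to CD>CD. The ratio was 1.15 against 0.243 in SD7, 0.69 against 0.324 between replicates 1 and 2 of CD7, and 0.474 against 0.216 in SD3. The CD>CD label is itself open for CD>CD replicate 2, which resembled Gr5a SD7 at genes that differed between diets in the input. It had 19.9 CPM of CNMa and 1.62 of Lsp2, with at least 11.6 and at most 4.88 in SD7. CD7 had at most 1.90 and at least 124, and CD>CD replicate 1 had 1.64 and 648. Nepl4, LManIII, daw and CG31075 of CD>CD replicate 2 also lay nearer SD7. The 2 SD>CD libraries had 7.53 and 7.44 CPM of CNMa, between CD7 and SD7. They had 51.8 and 169 CPM of Lsp2, the second within the CD7 values, and 0 counts of LManIII. These genes therefore do not settle the labels of SD>CD. After all Gr5a libraries were thinned to one total, the SD>CD libraries had at least 10 counts for at most 10547 genes and CD>CD for at least 11869, which goes against library size as the cause. Across genes, log2 fold change and exonic length were correlated at a Spearman rho of 0.281, under the 0.3 set beforehand but not far from it. With the midgut marker content as a covariate, 0% of the decreases passed and 545 genes had an unadjusted p under 0.05. That fit could hardly have come out otherwise, because both SD>CD libraries lie below every other library in the covariate (-2.64 and -2.79 against at least 2.17). As a hypothesis, RNA of abdominal tissues may have been present in the other Gr5a libraries and nearly absent from SD>CD. The data cannot tell a tissue difference that arose in head collection from a change caused by the diet history. The contradicting titles of the SD>CD libraries leave their labels open, and the values above leave that of CD>CD replicate 2 open.

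Counts on the strand opposite to the genes, which enter only the unstranded alternative, reached 6.38% of strand-specific counts in CD>CD replicate 1, with 2.72% to 4.91% in the others that hold both strands. Genomic DNA in the libraries is one candidate source. Across the 10 Gr5a libraries with both strands, the opposite-strand share rose with the share of reads outside genes (r 0.914, permutation p 0.00147, rho 0.693, permutation p 0.0315). Without the 2 libraries farthest from the median r was 0.686. Over all 13 libraries with read totals r was 0.926 and rho 0.798 (permutation p 1e-04 and 0.00165), and the input alone had too few libraries. The share outside genes was counted for the same strand, so reads opposite to a gene fall into it too. A positive relation is thus partly built in, and these correlations cannot decide on genomic DNA. Unannotated antisense transcription was not tested.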

How the results depend on the processing

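Which results moved is given by setting; the cause was not tested unless stated. The midgut covariate, the crossed pairs and the unadjusted threshold for SD7 decreases were chosen after the data were seen.

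The unstranded column gave 0 genes at SD3 (2357 with an unadjusted p under 0.05), 17 in the input, and skews of -1.51 at SD3, 0.897 at SD7 and -2.81 in SD>CD. It took the log2 fold change of Gr5a on the control diet, Gr5a fraction against input, to 1.75 (adjusted p 0.054), and ACXD in SD>CD changed sign (0.018). DESeq2 size factors gave 42 genes in the input. The DESeq2 Wald test gave 478 genes at SD3, 57 at SD7, 870 in the input, 12 in the interaction, 29 shared by SD3 and SD7, 27 of the 50 SD7 decreases also lower in SD>CD, and a skew of -3.54 at SD3. Of its 478 genes at SD3, 6 were those of the edgeR test. In the simulation 24.6% of its calls were false in the SD7 design, above the nominal share. The simulation held no differences shared by many genes between replicates, so that share need not hold for the real calls. Without a filter the SD7 count was 1 and the input 52; 1 gene was shared by SD3 and SD7 and 1 persisted, and the skews were -0.971 at SD3, 0.161 at SD7, -1.93 in SD>CD and -1.15 in the input. The filter of at least 10 counts gave 3 genes at SD3, 144 in SD>CD and 44 in the input, with skews of -1.70 at SD3 and -5.45 in SD>CD. Without genes over 1% of a library the input count was 45. With a prior count of 2 the skews were -1.96 at SD3 and -2.64 in SD>CD.

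Fits on 2 groups alone gave 1334 genes for Gr5a fraction against input on the sugar diet, 157 at SD3 and 1142 in SD>CD, with skews of -3.01 at SD3 and -3.23 in SD>CD. With the replicate number as a block the counts were 315 for Gr5a fraction against input on the sugar diet, 503 at SD3, 119 at SD7 and 860 in the input, where same-numbered libraries were correlated at 0.0718. The SD7 skew was then 0.196. With the other control group, whose flies differ in age from the first group, SD3 gave 3176 genes (skew -0.918) and SD>CD 5982 (skew -2.05). That control group changed the sign of Ptx1 (0.44), nub (1.06), ACXD (0.093), GATAe (1.40) and cad (1.28) at SD3, of which nub passed as higher (adjusted p 0.0642), and of FBgn0037726 (-0.071) and Arc1 (-0.072) in SD>CD.

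The midgut covariate gave 599 genes for Gr5a fraction against input on the sugar diet, and 0 at SD3, in SD>CD and in the input (867, 545 and 207 with an unadjusted p under 0.05). The skews were -1.16 at SD3, -0.94 in SD>CD and 0.259 in the input. With it the sign changed at SD3 for Ptx1 (0.30), nub (0.51), ACXD (0.68), GATAe (0.75) and cad (0.49), at SD7 for ACXD (0.25), Ptx1 (0.27), cad (0.026), nub (0.42), GATAe (0.67) and Arc1 (0.40), and in SD>CD for nub (2.20), Ptx1 (2.67), ACXD (3.59), CG3339 (-3.52) and FBgn0037726 (-3.82). For Gr5a fraction against input on the control diet, it changed for Gr66a (-0.055) and Gr32a (0.14). At the unadjusted threshold 109 SD7 decreases were also lower in SD>CD.

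Leaving out one library of a group of 3 gave from 0 to 3 genes at SD3 (from 1015 to 2299 with an unadjusted p under 0.05) and from 1 to 29 in the input. Genes were not counted where a group would have kept 1 library, as in SD>CD against CD>CD, and only log2 fold changes and skews were taken there. With each library of a comparison left out in turn, skews ranged from -2.85 to -1.72 at SD3, from -2.03 to 0.337 at SD7, from -2.19 to -1.96 in SD>CD and from -3.02 to -1.36 in the input. The sign of 7 gene results changed over those fits. Their log2 fold changes ranged from -0.65 to 0.083 for cad at SD3, from -0.91 to 0.21 for GATAe and from -0.49 to 0.21 for Arc1 at SD7, from -0.036 to 0.38 for Arc1 and from -0.26 to 0.27 for ACXD in SD>CD, and from -0.061 to 0.44 for Gr66a and from -0.49 to 0.23 for Gr32a on the control diet, Gr5a fraction against input. For Gr5a fraction against input on the control diet, the counts lay between 4782 and 7915 over all alternatives run. Among the named genes, 690 gene results under an alternative kept their direction and either their side of the threshold or, where no test was made, a value within 1 SE. Another 51 lost and 12 gained the threshold, 33 moved further with no test, and 37 changed sign.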

Other observations

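The tests of replicate numbers and of SD7 library differences in this part were chosen after the result was seen.

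At SD7 the midgut list was lower in the Gr5a fraction (38 tested, median log2 fold change -1.29, percentile 0 among random lists). The testis list was higher (median 0.46, percentile 100), the accessory gland list was within the random lists (percentile 81.1) and the photoreceptor list was slightly higher (median 0.15, percentile 100). At the 432 genes lower at SD7 with an unadjusted p under 0.05, the 2 SD7 libraries differed by a median absolute log2 ratio of 0.365. A low p favours genes with little spread within groups, and at the genes called lower in SD>CD that ratio was 1.15. In the input at SD7, where the Gr5a pull-down plays no part, the midgut list was lower (39 tested, median -2.02, percentile 0), and so were the testis (49 tested, median -0.80, percentile 0) and accessory gland (33 tested, median -1.28, percentile 0) lists. The photoreceptor list was within the random lists there (median 0.26, percentile 91.4). The input decrease was thus not particular to the midgut. RNA of these tissues in the head samples may differ between diets, by head collection or by the diet itself. The test describes these libraries. At SD3 the midgut list was lower too (median -1.11), but so were the testis (-0.30), accessory gland (-0.74) and photoreceptor (-0.31) lists, so that shift was not particular to the midgut. In the Gr5a fraction of the control diet the midgut list was above the input (median 1.43, percentile 100), while the testis list was below (median -1.38). Among the regulators, cad and GATAe are counted in the same libraries that hold midgut RNA; whether their reads come from taste cells was not tested.

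Yolk protein genes were called lower at SD3. The 3 Yp genes summed to between 364 and 541 CPM in the CD7 Gr5a libraries, 19.8 and 22.7 in SD3, 34.7 and 149 in SD7, 32.8 and 41.1 in CD>CD and 38.9 and 45.4 in SD>CD. In the input they summed to between 423 and 1150 CPM in CD7 and to 51.1 and 150 in SD7, so lower values were also seen at SD7 and without the pull-down. Female flies in different amounts are one candidate explanation. A list of eggshell and other female genes without Yp (13 tested) was at percentile 56.9 in SD3 against CD7. That list summed to between 11.5 and 20.1 CPM in every Gr5a library, and head RNA holds little of ovary genes, so the test cannot tell whether the number of females differed. A list of 2 male dosage genes, which fewer females would raise, summed to 1230 and 1440 CPM in SD3. The CD7 Gr5a libraries had between 1690 and 2820, and SD7 had 2540 and 3090. In the input it summed to between 3090 and 3150 in CD7 and to 3310 and 3070 in SD7. SD3 was thus not raised. In the Gr5a fraction, though, the list varied within one label (3350 and 1940 CPM in CD>CD), and SD3 has no input library. The SD3 values therefore cannot tell whether the number of females fell, and a few females would hardly move this list. No other explanation was tested.

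For the SD7 input and Gr5a libraries the correlation of same-numbered deviations was -0.263, where a shared lysate would give a positive one, and it was 0.284 for CD7. Numbers that do not name one lysate are a candidate explanation. With 2 libraries in each group the crossed pairing has the opposite correlation by design.

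For the 6556 genes that differed between the Gr5a fraction and the input on the control diet, the 6 libraries make 4 splits that part all 3 same-numbered pairs. Of these, 1 gave as many genes, the real one, and the other 3 gave 0 genes with 50 to 176 at an unadjusted p under 0.05. The 6 splits that do not part the pairs also gave 0 genes, with 140 to 1029 at an unadjusted p under 0.05. With 4 splits a share under 0.05 cannot be reached.

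The number of genes called here was 6 at SD3 and 0 at SD7, beside 2011 and 772 with an unadjusted p under 0.05. Both are lower than the counts quoted from the study above. No genes were shared by SD3 and SD7. That is lower than the value quoted from the study above. The skew was -2.51 at SD3, -0.689 at SD7 and -2.39 in SD>CD. Those of SD3 and SD>CD are more negative than the values quoted from the study above. Without a filter they were -0.971 and -1.93, nearer the quoted values. That of SD7 is less negative than the quoted one. It ranged from -2.03 to 0.337 with each library left out, so this difference was not resolved. The share of SD7 decreases also lower in SD>CD, at the unadjusted threshold, was 25.2%. It is lower than the value quoted from the study above, which was for other genes. The share of these SD7 decreases with a negative log2 fold change in SD>CD was 61.6%, above the quoted value, against 54.8% of all tested genes. The direction of the comparison thus depends on what counts as decreased. With the DESeq2 Wald test 478 genes were called at SD3 (67.6% of them lower) and 57 at SD7 (87.7% lower), 29 were shared, and 27 of the 50 SD7 decreases were also lower in SD>CD. These 3 counts are lower than those quoted from the study above. The shares of lower genes are close to the quoted ones, and the share of SD7 decreases also lower in SD>CD is above the quoted one.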
